# CG7379 and ING1 suppress cancer cell invasion by maintaining cell–cell junction integrity

**DOI:** 10.1098/rsob.210077

**Published:** 2021-09-08

**Authors:** Alexandra D. Rusu, Zoe E. Cornhill, Brenda Canales Coutiño, Marcos Castellanos Uribe, Anbarasu Lourdusamy, Zsuzsa Markus, Sean T. May, Ruman Rahman, Marios Georgiou

**Keywords:** cancer, tumour suppressor, invasion, *Drosophila melanogaster*, cell–cell junctions, ING1

## Abstract

Approximately 90% of cancer-related deaths can be attributed to a tumour's ability to spread. We have identified CG7379, the fly orthologue of human ING1, as a potent invasion suppressor. ING1 is a type II tumour suppressor with well-established roles in the transcriptional regulation of genes that control cell proliferation, response to DNA damage, oncogene-induced senescence and apoptosis. Recent work suggests a possible role for ING1 in cancer cell invasion and metastasis, but the molecular mechanism underlying this observation is lacking. Our results show that reduced expression of CG7379 promotes invasion *in vivo* in *Drosophila*, reduces the junctional localization of several adherens and septate junction components, and severely disrupts cell–cell junction architecture. Similarly, ING1 knockdown significantly enhances invasion *in vitro* and disrupts E-cadherin distribution at cell–cell junctions. A transcriptome analysis reveals that loss of ING1 affects the expression of several junctional and cytoskeletal modulators, confirming ING1 as an invasion suppressor and a key regulator of cell–cell junction integrity.

## 1. Introduction

Metastasis is the major cause of mortality in human cancers. Underlying this phenomenon are a number of highly complex cellular behaviours, whereby cancer cells must acquire an ability to invade out of the primary tumour mass, avoid anoikis, migrate directionally and disseminate to form secondary tumours at distant secondary sites. Unfortunately, the molecular mechanisms underlying these processes are poorly understood.

We have developed an *in vivo* system in *Drosophila* that allows the study of epithelial cell and tissue morphogenesis in real time [1–4]. We recently used this system to generate tumours with specific genotypes on the dorsal thorax epithelium of the fly and to screen for conserved modulators of tumour behaviour in the living animal [5]. This screen allowed the identification of numerous invasion suppressors, one of which was the *Drosophila* inhibitor of growth (ING) orthologue CG7379.

CG7379 remains largely uncharacterized in *Drosophila*. Due to the presence of conserved zinc finger and plant homeodomain (PHD)-type domains [6] CG7379 has a putative role in chromatin remodelling and the transcriptional regulation of target genes. The human orthologue of CG7379 is ING1 and other ING family members [7]. In mammals, there are five members of the ING family of proteins (ING1-5, including several splice variants), and virtually all members of this family have been shown to possess tumour suppressive functions [8]. All ING family members contain the signature C-terminal PHD finger domain. This highly conserved domain has the highest degree of homology among the ING proteins [6] and also shares a very strong identity of 78% with the PHD domain of CG7379 [7].

Loss of chromosomal locus, translocation to the mitochondria, mutation (rarely), but mainly decreased expression of ING1 have been documented in various mammalian cancers [9,10]. Several studies investigating the effect of ING1 on cell proliferation, reported cells accumulating in G0/G1 upon ING1b overexpression in a range of cell lines from normal fibroblasts to cancer cells derived from metastatic sites [11–14]. ING1 is a key player in multiple DNA repair pathways [15–17], with evidence suggesting that ING1 can induce apoptosis in response to DNA damage [18,19]. The antiproliferative and proapoptotic effects of ING1 were linked to its ability to modulate transcription. ING1 physically interacts with protein complexes with histone acetyltransferase (HAT) and histone deacetylase (HDAC) activity [19]. ING1b is a stable component of the Sin3A/HDAC 1 and 2 protein complexes and can additionally interact with subunits of the Brg1-based Swi/Snf chromatin remodelling complex [20,21], with proliferating cell nuclear antigen and p300 [19]. Additionally, ING1 has been shown to modulate the expression of several micro RNAs, which in turn further regulate gene expression [12,22].

Several studies have also associated ING family proteins with invasion and metastasis. For example, the reduced expression of ING1b and ING4 has been observed in metastatic melanoma [23,24] and reduced ING4 expression could be correlated with the human gastric adenocarcinoma stage [25]. Low levels of ING1 are associated with increased motility, migration or invasion in colorectal, gastric and breast cancers [26–28]. It was further shown that ING4 overexpression inhibited melanoma cell migration and invasion *in vitro* [24]. ING1 overexpression was also shown to inhibit cell migration, invasion and metastasis both *in vitro* and *in vivo* [14,28], and ING1 knockdown in MDA-MB-231 cells increased migration and invasion [28]. However, despite ING family proteins being repeatedly implicated in tumour progression and invasion, little is known of the molecular mechanisms that underlie these tumour suppressive effects. Here, using two independent RNAi lines against the *Drosophila* ING orthologue CG7379, we demonstrate that loss of this protein results in a severe disruption to the adherens (AJ) and septate junctions (SJ), resulting in a loss of epithelial integrity and increased invasion. We further show that the loss of ING1 in human cancer cells also promotes invasion and disrupts cell–cell adhesion, through altered gene expression.

## 2. Results

### 2.1. CG7379 acts as an invasion suppressor

We recently carried out an *in vivo* large-scale screen for genes that affect tumour behaviour by (i) generating positively marked clones on the dorsal thorax of the fly that are homozygous mutant for the neoplastic tumour suppressor gene *lethal (2) giant larvae (lgl^4^)*; (ii) specifically labelling the mutant tissue with GFP:Moe (the actin-binding domain of moesin fused to GFP), thereby labelling the actin cytoskeleton of these cells; (iii) overexpressing an RNAi transgene to deplete expression of a gene of interest specifically within the mutant, labelled tissue. In this way, we could identify genes that when knocked down (KD) work cooperatively with *lgl^4^* to promote tumour progression [5].

Our screen identified CG7379 as a strong hit for invasion, with *lgl^4^*; CG7379KD mutant clones showing a significant increase in the number of polarized epithelial cells seen beneath the epithelial sheet [5] (figure 1*a–e*). As well as promoting frequent cell delamination, we found *lgl^4^*; CG7379KD clones to be multilayered and to promote abnormal protrusion morphology (electronic supplementary material, figure S1).

**Figure 1.**
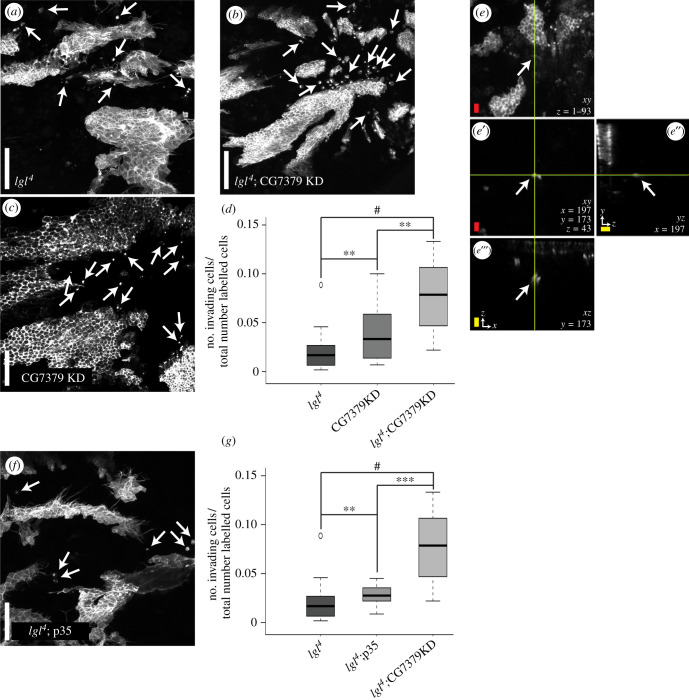
CG7379 KD promotes invasion. (*a–d*) GFP:Moe labelled clones mutant for (*a*) *lgl^4^*, (*b*) *lgl^4^*;CG7379KD and (*c*) CG7379KD. CG7379KD results in a highly invasive phenotype, which is enhanced when accompanied by a *lgl^4^* mutation. (*d*) Invading cells were identified based on their characteristic round shape and based on their ability to migrate away from the clone within the tissue plane and/or extrude basally from the dorsal epithelium. The number of invading cells were counted and divided by the number of GFP-labelled cells within the field of view. (*e*) *z* max intensity projection of the back of a 28 h APF (after puparium formation) old *Drosophila* pupa carrying GFP:Moe labelled CG7379KD clones. (*e*′) Individual confocal *z* slice highlighting a GFP:Moe labelled cell located 25 µm beneath the epithelial sheet. *z* = confocal slice; *x* and *y* = coordinates and position of the invasive cell. (*e*″) *yz* orthogonal view projection of the invasive cell in (*e*′). (*e*″′) *xz* orthogonal view projection of the invasive cell in (*e*′). (*f–g*) *lgl^4^*; p35 (*f*) does not phenocopy *lgl^4^*; CG7379KD (*b*). Although a significant increase in invading cells is observed when overexpressing p35 within *lgl^4^* clones, this increase is significantly lower than that observed in *lgl^4^*; CG7379KD clones (quantified in g). *lgl^4^ *n** = 42, CG7379KD *n* = 21, *lgl*;CG7379KD *n* = 21, *lgl*;p35 *n* = 21). Kruskal–Wallis test was performed to determine statistical significance. White scale bar: 50 µm, red scale bar: 10 µm, yellow scale bar: 10 µm in the *z* plane. ^#^*p* < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05.

GFP:Moe labelled CG7379KD clones, without the *lgl^4^* mutation, formed an organized monolayered epithelium with significantly fewer invading cells found beneath the epithelium when compared to *lgl^4^*; CG7379KD mutant clones (figure 1*b–d*). However, there was also a significant increase in invasion when compared to *lgl^4^* mutant clones (figure 1*d*). It therefore appears that although CG7379KD promotes epithelial cell delamination, there is a strong cooperative effect when this KD is accompanied by a loss of lgl function, leading to increased multilayering and invasion.

### 2.2. Increased invasion following CG7379KD cannot be solely explained by cell death evasion

It is known that ING1 can act as a tumour suppressor by inducing apoptosis in damaged cells [19,29]. It is therefore possible that the invasive phenotype that we observe when knocking down CG7379 in the *Drosophila* notum could be due to the increased survival of invading cells, whereby invading cells are able to evade elimination via apoptosis. To test this, we overexpressed P35 specifically within GFP:Moe labelled *lgl^4^* mutant clones. The overexpression of P35 is known to prevent apoptotic death in a wide variety of tissues and is widely used in *Drosophila* cell death studies [30]. If the increase in invasion observed in *lgl^4^*; CG7379KD mutant clones was largely due to an inhibition of apoptosis; we would expect to see a similar increase in GFP:Moe positive cells beneath the epithelial sheet when expressing P35 in *lgl^4^* mutant clones. This however was not observed. Although a significant increase in GFP:Moe positive cells was observed when comparing *lgl^4^* mutant clones with *lgl^4^*; P35 clones (*p* = 0.009), we did not see the dramatic increase in the number of invasive cells that we observe in *lgl^4^*; CG7379KD clones (figure 1*f,g*).

We additionally looked for apoptosis within pre-invasive cells, using both a TUNEL assay and an anti-cleaved *Drosophila* Dcp-1 antibody (figure 2*a,b*). Pre-invasive cells are cells that are about to delaminate from the epithelial sheet and can be identified by their rounded morphology and the presence of a characteristic actin-rich spot at one side of the cell prior to invasion [5]. CG7379KD simultaneously significantly increased the number of pre-invasive cells present within a clone and also reduced the amount of apoptosis occurring within these pre-invasive cells, when compared to WT clones. However, when comparing *lgl^4^*; CG7379KD clones with *lgl^4^* clones, no effect on the proportion of apoptotic pre-invasive cells was observed (figure 2*b*). This suggests that although CG7379KD probably plays a role in preventing apoptosis, the significant increase in the number of invading cells following CG7379KD is unlikely to be only due to cell death evasion.

**Figure 2.**
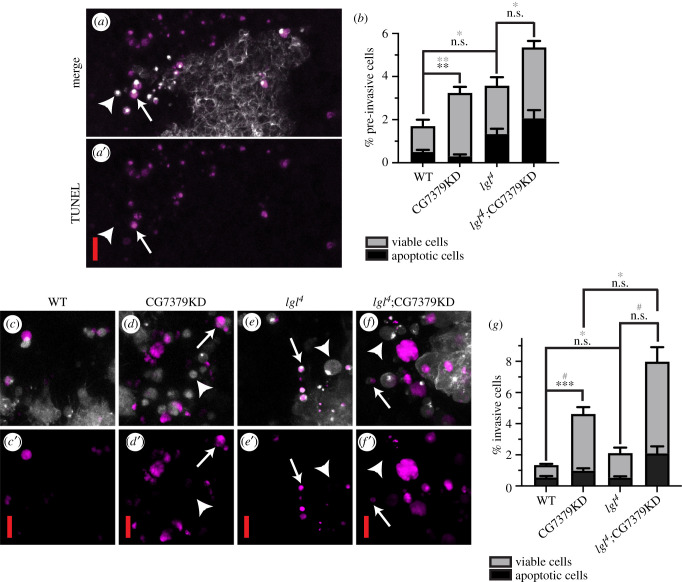
CG7379KD promotes evasion of apoptosis. (*a*) A TUNEL (magenta) and GFP:Moe (white) labelled *lgl^4^* mutant clone, highlighting both apoptotic (arrow) and non-apoptotic (arrowhead) pre-invasive cells. (*b*) Quantification of the proportion of apoptotic pre-invasive cells (black), as determined by TUNEL and c-Dcp-1 staining. Grey, % pre-invading cells/total number of labelled cells; black, % apoptotic pre-invading cells/total number of labelled cells. When comparing CG7379KD with WT clones, significantly more pre-invasive cells (grey asterisks) were observed, out of which significantly fewer were apoptotic (black asterisks) (*n* ≥ 138 cells across 10 animals/genotype). (*c–f*) Example images of apoptotic (arrow) and non-apoptotic (arrowhead) invasive cells. iCasper (magenta) and Moe:GFP (white) labelled mutant clones (genotypes specified above panels). Images represent *z* stack projections. (*g*) Quantification of (*c–f*). Grey, % invading cells/total number of labelled cells; black, % apoptotic invading cells/total number of labelled cells. *n* ≥ 346 cells across 20 animals/genotype. Kruskall–Wallis test was performed to determine statistical significance. Error bars represent ± s.e.m. Scale bars: 10 µm. ^#^*p* < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05.

The viability of cells once they had delaminated from the epithelial sheet was next assessed using the *in vivo* caspase sensor, iCasper (figure 2*c–g*). Activation of this construct was previously reported to reflect induction of apoptosis. Moreover, the fluorescent signal has been shown to label all stages of apoptosis starting from cell rounding and persisting even after phagocytosis of the apoptotic cell [31]. We found the proportion of apoptotic invasive cells was significantly reduced by CG7379KD when compared to WT clones. However, although *lgl^4^*; CG7379KD dramatically increases the number of viable invading cells when compared to *lgl^4^* clones, no significant reduction in the proportion of apoptotic invasive cells was observed (figure 2*g*). These results provide further evidence to suggest that the cooperative effect observed between the *lgl^4^* and CG7379KD mutations is not simply due to an increase in cell viability.

### 2.3. CG7379 is required to maintain epithelial cell–cell junction integrity

Reduced ING expression has been previously observed in high-grade metastatic cancers [23–25]. However, despite ING family proteins being implicated in invasion and metastasis, little is known of the molecular mechanisms that underlie these effects.

Our screen identified *lgl^4^*;CG7379KD as affecting epithelial architecture, protrusion morphology and promoting frequent cell delamination [5] (figure 1; electronic supplementary material, figure S1). These phenotypes therefore implicate effects on adhesion, polarity and actin regulation as possible underlying influences on the observed cell behaviour. To investigate the molecular mechanisms by which loss of CG7379 expression could affect epithelial cell organization, we first investigated cell–cell adhesion using antibodies to proteins that localize to either the AJ or SJ (the functional equivalent of tight junctions in insects). We stained for E-cadherin, Armadillo (β-catenin), and α-catenin (AJ proteins), and Fasciclin III, Coracle and Discs Large (SJ proteins) (figure 3; electronic supplementary material, figure S2). We generated positively marked mutant clones, surrounded by wild-type tissue, thereby allowing us to directly compare junction composition inside and outside mutant clones in the same tissue. We looked in mutant clones for *lgl^4^*;CG7379KD, CG7379KD alone and *lgl^4^* alone. The protein level was estimated based on the level of fluorescence intensity at the cell–cell interface. Intact cell junctions were randomly chosen for analysis within the clonal or WT tissue. Cells at the boundary between the clonal and WT tissue were excluded from the analysis since it has previously been shown that their morphology can be influenced by the neighbouring WT cells [32]. The percentage of defective junctions was calculated as the ratio of missing and/or fragmented cell junctions identified per total number of junctions analysed. In most cases, AJ and SJ protein localization was significantly reduced and appeared fragmented and poorly distributed along cell junctions in both *lgl^4^*;CG7379KD and CG7379KD clones, with minor effects observed in *lgl^4^* clones (figure 3). The only exception was when staining for Dlg, where the most severe effects were observed in *lgl^4^* mutant clones (electronic supplementary material, figure S2a–d). It has been previously shown that such a fragmented distribution of E-cadherin, Armadillo and α-catenin correlates with junctional discontinuities [1]. Our data therefore suggest that AJ and SJ integrity was significantly and severely disrupted by CG7379KD.

**Figure 3.**
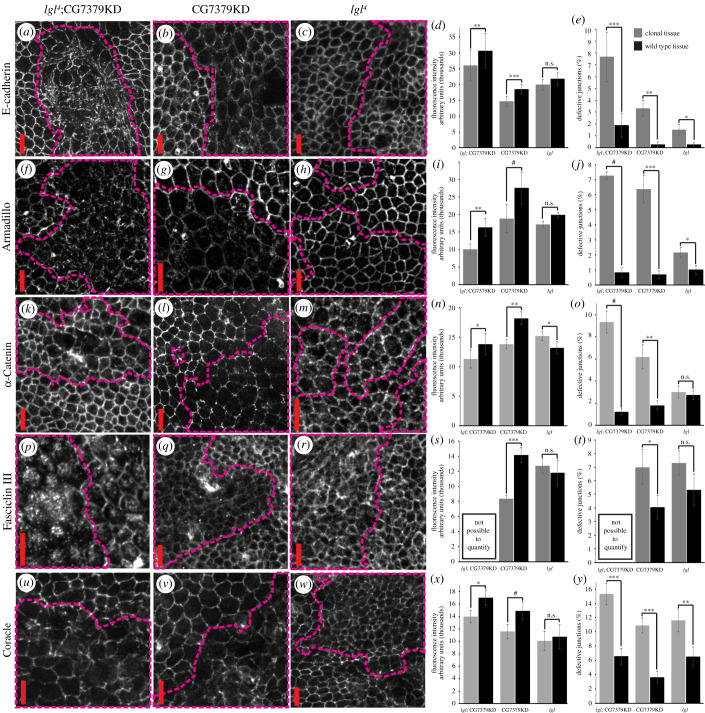
CG7379KD disrupts cell–cell junction integrity. *Drosophila* pupal nota containing positively marked mutant clones for *lgl^4^*;CG7379KD; CG7379KD alone; or *lgl^4^* alone (highlighted by dashed lines). Nota were stained for the following junctional proteins: (*a–c*) E-cadherin, (*f–h*) Armadillo (β-catenin), (*k–m*) α-Catenin, (*p–r*) Fasciclin III, (*u–w*) coracle. A severe disruption in junction protein localization and junction integrity was observed in *lgl*; CG7379KD and CG7379KD clones, as quantified in panels (*d,e*; *i,j*; *n–o*; *s,t*; *x,y*) (*n* ≥ 65 junctions from a minimum of nine animals for each genotype). Fasciclin III staining could not be quantified in *lgl*; CG7379KD clones due to an almost complete lack of protein localization at the cell cortex. Scale bars = 10 µm. Error bars represent ± s.e.m. Student's *t*-test was performed to determine statistical significance. ^#^*p* < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05.

We next looked at whether the apicobasal polarity determinants aPKC, bazooka (Par3) or Crumbs were affected in these mutant clones, as a disruption of apicobasal polarity frequently promotes invasion. We only found a significant effect on aPKC localization, which is probably due to a loss of lgl function, as no significant effect was found in CG7379KD clones (electronic supplementary material, figure S2). The additional effects on cell polarity in *lgl^4^* mutant clones (i.e. the mislocalization of both Dlg and aPKC) probably explain the increased multilayering and invasion observed in *lgl^4^*;CG7379KD clones, when compared with CG7379KD alone.

Since E-cadherin is at the core of cell–cell junction adhesion [33] and since E-cadherin localization at the AJ was severely disrupted in both *lgl^4^*;CG7379KD and CG7379KD clones, we hypothesized that if E-cadherin levels could be restored, this may partially rescue cell–cell junction defects and consequently cell delamination. Therefore, we attempted to rescue the CG7379KD invasive phenotype by overexpressing E-cadherin under the Ubi-p63E promoter in CG7379KD mosaic animals (electronic supplementary material, figure S3). The construct we used has been shown to substitute for a null *shotgun* allele (the gene encoding E-cadherin in flies) and to function and behave normally in the absence of intact E-cadherin [34]. We however found no significant effect on invasion, suggesting that either (i) E-cadherin overexpression is not sufficient to compensate for the CG7379KD-mediated disruption to multiple AJ and SJ junction components or (ii) E-cadherin mis-localization to the AJ, rather than simple expression levels, may be responsible for the observed phenotype.

### 2.4. ING1 regulates cell adhesion through transcriptional regulation of cell adhesion modulators

Having identified CG7379 as an important invasion suppressor, we wanted to test whether its closest human orthologue, ING1, would also act in a similar way. Using an antibody against human E-cadherin on the breast cancer cell line MCF7, we found a significant disruption to both E-cadherin localization and to AJ integrity following ING1KD, with frequent junctional breaks observed (figure 4*a–c*), suggesting that human ING1 also plays an important role in maintaining AJ integrity. We recently demonstrated that KD of ING1 led to an increase in migration and invasion in MCF7 cells, using an *in vitro* invasion assay [5]. Here, we additionally show that this effect on invasion is not restricted to MCF7 cells, as ING1KD also increases invasion in U87 (derived from malignant glioma) and MDA-MB-231 cells (derived from malignant breast adenocarcinoma) (figure 4*d–f*). Relative ING1 mRNA levels following KD, as determined by qRT-PCR were 28% (MCF7), 4% (MDA-MB-231) and 9% (U87) (data not shown). In line with these results, ING1KD has previously been shown to increase migration and invasion in MDA-MB-231 cells [28].

**Figure 4.**
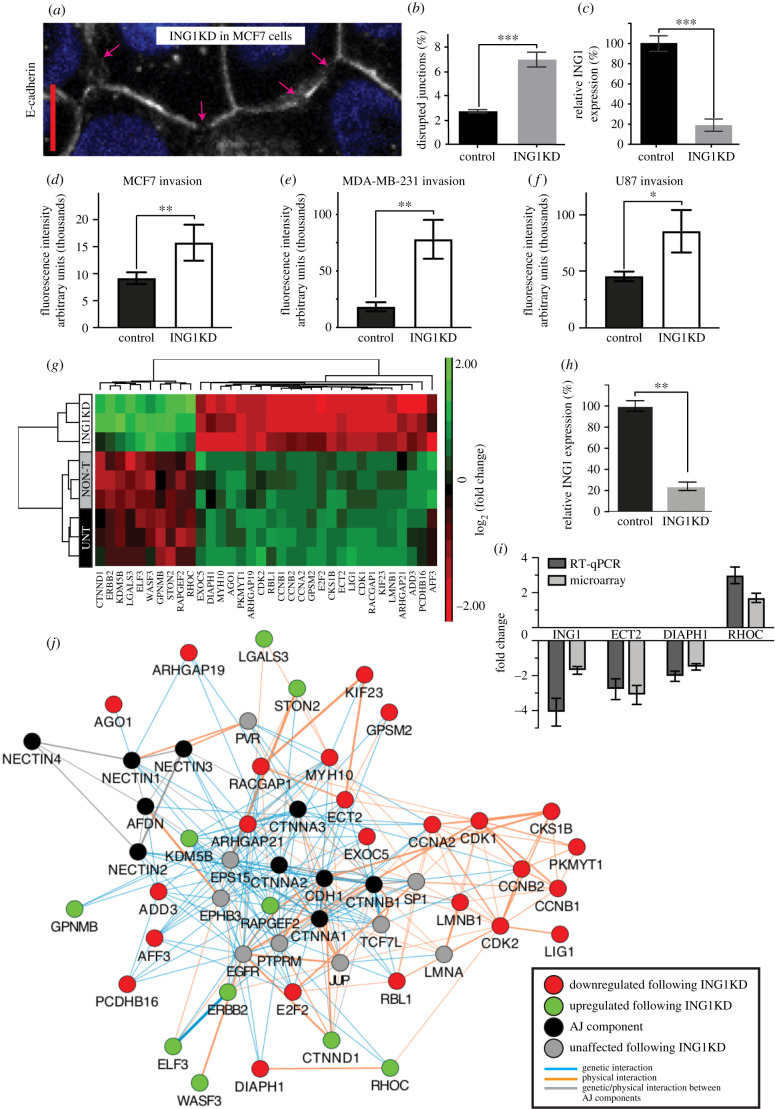
ING1KD increases the invasive potential of several cancer cell lines and disrupts cell–cell junction integrity in MCF7 cells. (*a–c*) MCF7 cells transfected with siRNA for ING1 and stained for E-cadherin. (*a*) Disruption to E-cadherin localization at the junction was observed (arrows highlight junctional breaks). Quantification shows a significant increase in disrupted junctions upon ING1KD. (*b*) NON-T MCF7 cells were used as a control. *n* = 606 junctions for ING1KD and 823 junctions for the control. Relative ING1 mRNA levels, determined by qRT-PCR (*c*). (*d–f*) Transwell invasion assays for MCF7 (*d*), MDA-MB-231 (*e*) and U87 cells (*f*). In order to invade, cells had to pass through an 8 µm pore membrane coated with Matrigel. A significant increase in invasion for all three cell lines was observed following ING1KD in comparison to NON-T cells. (*g*) Heat map representation of unsupervised clustering of 34 selected DEG following ING1KD in MCF7 cells. Columns represent genes, each row represents a sample. Treatment groups are specified on the left-hand side. Colour code represents log2 of the fold change of expression: red, downregulated; green, upregulated. Horizontal and vertical clusters were created based on Euclidean distance. (*h*) Relative ING1 mRNA levels, determined by qRT-PCR, for transcriptomics experiment. (*i*) Bar chart comparing microarray and RT-qPCR for four genes with differential expression between ING1KD cells and NON-T cells. (*j*) Interaction network showing physical and genetic interactions between selected DEG by ING1KD and proteins associated with the AJ. The GeneMANIA plug-in for Cytoscape was used to generate an interaction network based on previously documented interactions. Black nodes mark AJ components, red nodes: genes that were downregulated by ING1KD; green nodes: genes that were upregulated by ING1KD; grey nodes: genes through which they interact (standard settings: max resultant attributes = 10; max resultant genes = 20); orange lines: physical interactions; blue lines: genetic interactions; grey lines genetic or physical interactions between AJ components. Line thickness is indicative of the score (weighting: GO molecular function). Scale bar = 10 µm. Error bars represent ± s.e.m. Student's *t*-test was performed to determine statistical significance. ^#^*p* < 0.0001; ***p < 0.001; **p < 0.01; *p < 0.05.

ING1 is known to act as both a transcriptional activator and repressor through interactions with DNA and a variety of epigenetic regulatory proteins [35]. In an effort to understand how the loss of ING1 function might lead to a disruption to cell–cell junctions we performed a microarray gene expression analysis. We analysed and compared gene expression in MCF7 cells post ING1KD with untreated cells and cells treated with non-targeting siRNA (NON-T). 

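MCF7 is an estrogen receptor-positive breast cancer cell line. RNA from 3 groups of MCF7 cells was hybridized to Clariom S arrays, with 3 arrays per group: untreated cells, NON-T cells, which received a non-targeting siRNA pool, and ING1KD cells, which received a pool of siRNAs against ING1. Both siRNA pools were used at 25 nM for 48 h. ING1, the targeted gene and a chromatin-binding subunit of a histone deacetylase complex, was lower on each ING1KD array than on any control array. Its log2 expression was 5.29, 5.19 and 4.92 on the ING1KD arrays, 6.11, 5.87 and 5.80 on the NON-T arrays and 5.70, 5.80 and 5.81 on the untreated arrays. The log2 fold change in ING1KD against NON-T was −0.80 (standard error 0.147, adjusted p = 0.00113 from limma, n = 3 arrays per group), so that 57.6% of the NON-T signal was left. Background left in the array signal was not modelled, so the arrays may understate the knockdown. An exact two-sided permutation test of the NON-T and ING1KD arrays gave p = 0.1, the smallest p that 3 arrays against 3 allow. The labels give a knockdown by RT-qPCR of 83%, 72% and 72% for ING1KD replicates 1, 2 and 3.
The authors normalized the arrays in Partek Genomics Suite 6.6 by RMA with quantile normalization, log2 transformation and an adjustment for GC content. From the table of deposited log2 values, 21448 probe sets for genes were taken, and 5741 control and other probe sets were left out. A gene symbol could be given to 17709 of the 21448 probe sets. The groups were compared with limma in 1 fit over all 9 arrays, and a gene was called changed at an adjusted p under 0.05, an unadjusted p under 0.01 and a fold change of at least 1.5, the thresholds the paper states. The median log2 expression lay between 5.55 and 5.73 on the 9 arrays. Between 64.3% and 72.9% of the probe sets lay above the 95th percentile of each array's negative control probe sets, with the lowest share and the lowest median on ING1KD replicate 3. The number of arrays limits the precision of each value. The labels give arrays with the same replicate number the same harvest day. They also describe another labelling method, a larger amount of RNA and a higher confluency at transfection than the paper's methods.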

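The largest falls in ING1KD cells were in genes of DNA replication, DNA repair and cell division. FAM111B fell 7.64-fold against NON-T cells (log2 fold change −2.93, standard error 0.239, n = 3 arrays per group), and EXO1, an exonuclease of DNA repair, fell 7.39-fold (log2 fold change −2.89, standard error 0.183). NUF2, a kinetochore subunit, NCAPH, a condensin subunit, CDC45, a part of the replicative helicase, H2BC14, a histone H2B gene, DTL, a ubiquitin ligase subunit of S phase, E2F7, a transcriptional repressor of the cell cycle, DDIAS and CEP55, a protein of cytokinesis, completed the 10 largest falls, with log2 fold changes from −2.71 for NUF2 to −2.55 for CEP55. The 10 largest rises began with BCAS1, which is amplified in some breast cancers (log2 fold change 2.38, standard error 0.210), the calcitonin receptor CALCR (2.19, standard error 0.256), the membrane glycoprotein GPNMB (2.19, standard error 0.183), the calcium-binding protein PVALB (2.18, standard error 0.283), the estrogen-binding receptor GPER1 (2.15, standard error 0.301) and the selenium carrier SELENOP (2.09, standard error 0.312). They went on with TCP11L2 (1.96), RFTN2 (1.94), SERHL2 (1.86) and DLG2, a relative of the polarity protein Dlg (1.85). All 20 had an adjusted p of at most 1.36e-04 from limma for SELENOP. They were chosen among called genes that moved the same way in the 3 pairs of arrays with the same replicate number. That agreement is therefore no separate support. Against untreated cells the log2 fold changes of PVALB (1.33), GPER1 (1.28) and TCP11L2 (1.37) were smaller and those of GPNMB (3.43) and H2BC14 (−3.26) larger in size. Signals lay under the negative control level for NUF2 and DDIAS on 2 ING1KD arrays each and for EXO1 on 1, and for DLG2 on 2 NON-T arrays and CALCR and PVALB on 1 each. SELENOP lay under it on all 3 NON-T, 2 untreated and 1 of the ING1KD arrays, so the size of its rise is limited by the background. PVALB, GPER1, SELENOP and RFTN2 did not pass when each gene's spread was taken from its own values alone.
In all, 1704 of 21448 probe sets were changed in ING1KD against NON-T cells, 781 higher and 923 lower. Against untreated cells 1853 were changed, 593 higher and 1260 lower, and after median centring of the arrays 789 were higher and 1035 lower, or 805 and 973 after a second quantile normalization. Against the 6 control arrays taken as 1 group, 1674 were changed. The comparisons with each control share the ING1KD arrays, so part of the calls they share may come from these arrays. They called 1231 probe sets in the same direction, 418 higher and 813 lower, and 0 in opposite directions. Independent lists of these sizes would share 75.8, a value that leaves out the shared arrays, and simulated unchanged groups, which leave out the effects, shared 0. NON-T differed from untreated cells in 5 probe sets in limma, or in 52 with the harvest day as a block, and in 1502 at an unadjusted p under 0.05. The first principal component, with 47.7% of the variance, set the ING1KD arrays (30.7 to 41.4) apart from the control arrays (−22.4 to −14.9). Without ING1KD replicate 3, the array with the lowest signal over background, 2013 probe sets were changed against NON-T cells, of which 1158 were higher and 855 lower, and without ING1KD replicate 1 there were 1522, of which 513 were higher and 1009 lower.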

Out of 21448 genes analysed, the expression of 919 genes was significantly altered as a result of ING1KD (FDR < 0.05, *p* < 0.01, FC ≥ 1.5 or FC ≤ −1.5; electronic supplementary material, table S1 and figure S4). Gene ontology (GO)-enrichment analysis and pathway analysis showed that most of the significantly altered genes are involved in cell cycle regulation and DNA replication (electronic supplementary material, table S2) which corroborates previous work on ING1 function [9]. However, we additionally found 34 differentially expressed genes (DEGs) that are likely to affect both cell–cell junction integrity and promote invasive phenotypes, including DIAPH1, ECT2, EXOC5, WASF3, RAPGEF2, ADD3, KDM5B, CTNND1 and RHOC (figure 4*g*). 

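Genes of DNA replication, the cell cycle and mitosis were lower as groups in ING1KD than in NON-T cells. Of 70 genes of G2/M and mitosis, listed before the data were examined, 68 fell, 0 rose and 2 did not pass the test, with a mean log2 fold change of −1.88. They included DLGAP5, a spindle protein (log2 fold change −2.52, standard error 0.219, n = 3 arrays per group), beside NUF2 and CEP55. Of 48 DNA replication genes, 37 fell and 1 rose, with a mean of −1.23. GINS2, a part of the replicative helicase (−2.40, standard error 0.157), and MCM10, which helps to start replication (−2.28, standard error 0.158), were among the largest falls, and MCM10 lay under the negative control level on 2 of the ING1KD arrays. Of 31 G1/S genes, 25 fell and 0 rose, with a mean of −1.31. Among them were the transcription factor MYBL2 (−2.36, standard error 0.177) and cyclin A2, CCNA2 (−2.27, standard error 0.200). Of 37 DNA repair genes, 21 fell and 0 rose, with a mean of −0.84, and XRCC2 (−2.33, standard error 0.218) and RAD54L (−2.32, standard error 0.169), both of homologous recombination, were the largest falls beside EXO1, and RAD54L lay under the negative control level on 2 of the ING1KD arrays and EXO1 on 1. The counts of these 4 lists were the same when adjusted over the list alone. The lists hold 186 different genes, of which 151 fell, and these made up 16.4% of all lower probe sets, against 0.867% of those tested.
Of 26 targets of p53, 1 rose, CDKN1A, the cyclin-dependent kinase inhibitor p21 (log2 fold change 1.57, standard error 0.160, adjusted p = 1.39e-06), and 0 fell, also adjusted over the list alone. With the harvest day as a block 2 rose, CDKN1A and TP53INP1. The p53 list as a whole did not pass (adjusted p = 0.125 from camera), although it did without NON-T replicate 3 (adjusted p = 0.0154). Against untreated cells 2 of its members rose, and it passed camera (adjusted p = 0.0126) but not with an estimated correlation (0.560).
The test of each list against all other genes, camera in limma, gave an adjusted p of 2.2e-96 for G2/M and mitosis, 8.69e-49 for DNA replication, 3.09e-35 for G1/S and 3.52e-19 for DNA repair. With an estimated correlation between genes the adjusted p was 0.0214 for G2/M and mitosis and 0.00240 for each of the other lists, and with the harvest day as a block as well it was 0.0505 for G2/M and mitosis, which no longer passed, and 0.00944 for each of the others. In NON-T against untreated cells 0 members of these 4 lists were called. Their means there lay between −0.23 and −0.16, which passed camera (highest adjusted p = 0.00999, for G1/S) but not with an estimated correlation (lowest adjusted p = 0.226). With fry, which compares a list with no other genes, DNA replication (adjusted p = 0.0404) and DNA repair (0.0282) passed there. G1/S (0.348) and G2/M and mitosis (0.515) did not. In ING1KD against NON-T with the block, G2/M and mitosis passed fry (adjusted p = 0.00178).

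**Figure D1:**
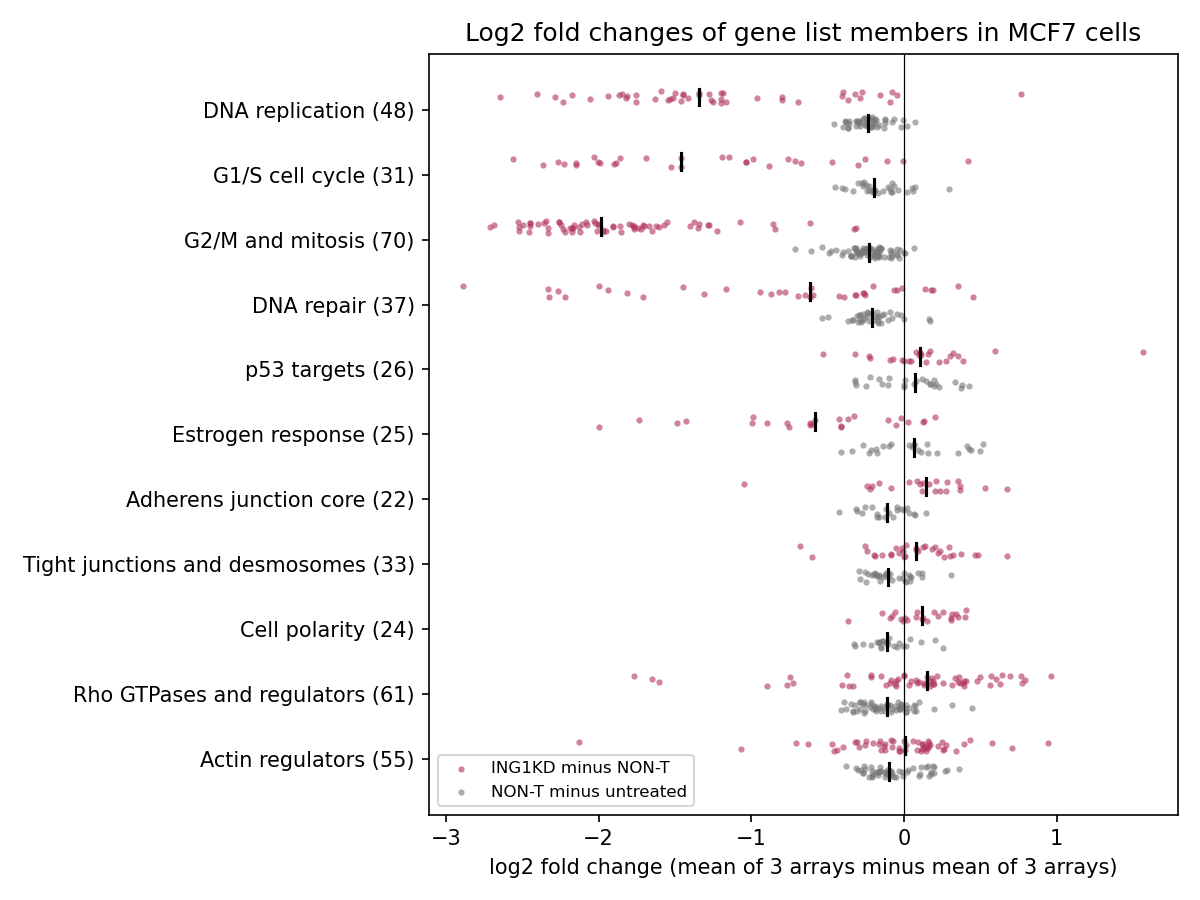
Log2 fold changes of the measured members of 11 gene lists, for ING1KD minus NON-T (red) and NON-T minus untreated (grey). The x axis gives the log2 fold change between the means of 3 arrays each, each point is a gene, the black bar is the median of the list, and the number of genes stands beside its name. The medians of G2/M and mitosis (−1.99), G1/S (−1.46) and DNA replication (−1.34) lie farthest from 0 in ING1KD minus NON-T.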

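Of the 34 genes shown in figure 4*g*, 32 could be found by symbol on the array, and these had the direction of the figure in ING1KD against NON-T cells. Of them, 24 fell and 7 rose at the thresholds, and 28 were called in the same direction against untreated cells too. The study chose these genes on the same arrays, so the counts are not independent evidence of the direction. RAPGEF2, an exchange factor for the GTPase Rap1, rose 1.699-fold (log2 fold change 0.76, standard error 0.150, adjusted p = 0.00194 from limma, n = 3 arrays per group). WASF3, a WAVE protein that promotes branching of actin filaments, was 1.49-fold higher (log2 fold change 0.58, standard error 0.140, adjusted p = 0.0100), under the 1.5-fold minimum. It passed after median centring of the arrays (0.59) and without NON-T replicate 2 (0.61), ING1KD replicate 2 (0.62) or NON-T replicate 3 (0.59). CTNND1, which encodes p120-catenin, could not be assigned to a probe set by the gene table used here. Among the 24 lower genes, 13 belong to the lists of DNA replication, cell cycle and DNA repair genes. Of the 9 genes named in the paper's text, 8 were found, of which 3 rose and 4 fell, also adjusted over the list alone. This list did not pass camera as a group (mean log2 fold change −0.08, adjusted p = 0.872). It too was chosen on these arrays.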

There is extensive evidence linking the misregulation of these genes with a disruption to cell–cell junction integrity, and to the promotion of invasion (see Discussion). 

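On the arrays, ECT2 showed the largest change of the 4 genes that were also measured by RT-qPCR. ECT2, an exchange factor that activates RhoA in cytokinesis and at junctions, fell 3.13-fold in ING1KD against NON-T cells (log2 fold change −1.65, standard error 0.160, adjusted p = 7.84e-07 from limma, n = 3 arrays per group). DIAPH1, a formin that builds unbranched actin filaments, fell 1.54-fold (log2 fold change −0.63, standard error 0.147, adjusted p = 0.00834). RHOC, a GTPase of the Rho family, rose 1.73-fold (log2 fold change 0.79, standard error 0.157, adjusted p = 0.00227). ING1 itself fell 1.74-fold on the arrays. In each of the 4 genes the NON-T mean differed from the untreated mean by less than the difference between ING1KD and NON-T, and NON-T was not called against untreated cells.

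**Figure D2:**
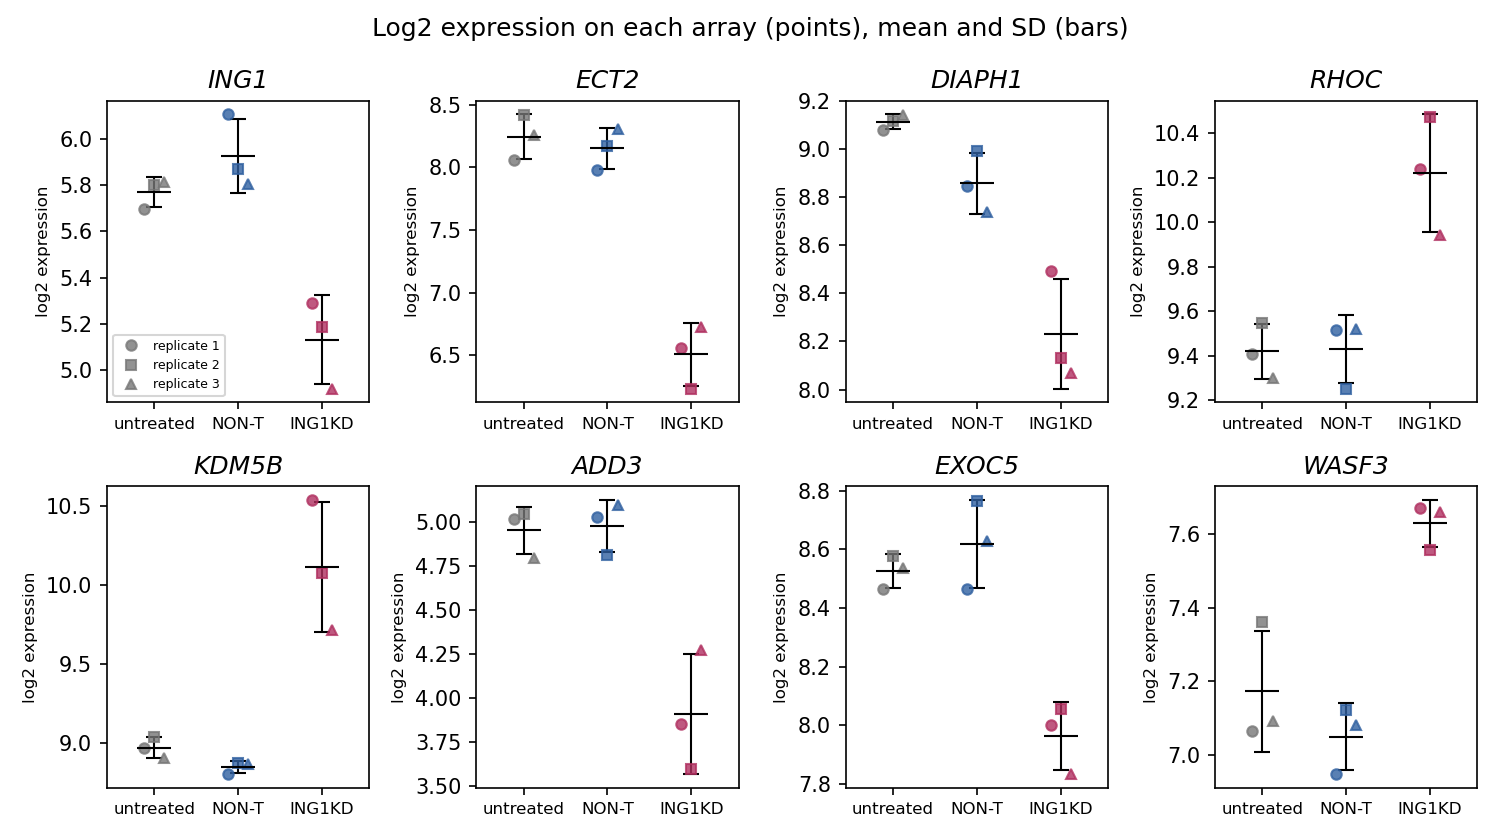
Log2 expression of 8 genes on each of the 9 arrays. The y axis gives the deposited log2 value, each symbol is a replicate, and the bars give the mean and SD of 3 arrays. ECT2 has a mean of 6.50 on the ING1KD arrays and 8.15 on the NON-T arrays, and KDM5B has a mean of 10.1 against 8.85.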

We additionally used RT-qPCR on a selection of genes (RHOC, DIAPH1, ECT2 and ING1) to verify the microarray results, with qPCR showing a similar or greater expression fold change in all cases (figure 4*i*); results from the two analyses show a high correlation (Pearson test: *r* = 0.89, *p* = 0.05).

The Cytoscape plug-in GeneMANIA [36] was used to assess interactions between the selected subset of 34 DEGs and AJ components. For each selected DEG, we searched for physical or genetic interactions, validated by experimental data, including yeast two-hybrid, co-immunoprecipitation and other interaction data from various databases (see Methods). The resultant network (figure 4*j*; electronic supplementary material, data S1) reveals a total of 141 genetic interactions and 116 physical interactions between 34 DEGs and 10 AJ KEGG pathway genes (electronic supplementary material, table S3) indicating that the DEGs in ING1KD cells extensively interact with members of the AJ pathway.

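Most transcripts of the adherens junction itself were not called in ING1KD against NON-T cells. Of 22 measured genes of the adherens junction core, listed before the data were examined, 1 rose, 1 fell and 20 did not pass the test, also adjusted over the list alone. CTNND1 and SORBS1, also on the list, could not be assigned to a probe set. Over the whole array 1704 of 21448 probe sets were called, so most genes of any kind were not. Only 22.5% of simulated 1.5-fold changes were recovered, so changes of that size can be missed. NECTIN2, a cell adhesion molecule of the junction, rose 1.596-fold (log2 fold change 0.67, standard error 0.165, adjusted p = 0.0108 from limma, n = 3 arrays per group). CTNNAL1, a relative of α-catenin, fell 2.07-fold (log2 fold change −1.05, standard error 0.170, adjusted p = 3.13e-04). CDH1, which encodes E-cadherin, had a log2 fold change of 0.36 (standard error 0.175, adjusted p = 0.239). The list as a whole did not pass camera (mean log2 fold change 0.10, adjusted p = 0.163). NECTIN2 was not called without ING1KD replicate 1 (0.55) or ING1KD replicate 2 (0.59), or when its spread was taken from its own values alone. The interactions between the 34 genes and the junction genes come from databases and are not measured on the arrays.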

## 3. Discussion

The *in vivo* model for epithelial cancer that we have developed has proven to be particularly suitable for the study of cancer cell invasion. Major advantages of our system include our ability to generate tumours surrounded by wild-type tissue and the native local microenvironment, thereby maintaining the complex tumour–stroma interactions known to influence tumour behaviour [37], and the ability to image tumour behaviour in real time in the living animal. This has led to the identification of numerous invasion suppressors [5], including CG7379, whose KD very strongly promotes invasion from the dorsal thorax epithelium. Although CG7379 is largely uncharacterized in *Drosophila*, it has been picked up in numerous screens, focusing on diverse biological functions, including Notch pathway regulation, muscle morphogenesis, adiposity regulation and airway morphogenesis [38–42]. The latter screen is important as it implicates CG7379 in the maintenance of epithelial integrity in the tubes that make up the fly tracheal system.

The human orthologues of CG7379, the ING family proteins, have been extensively implicated in invasion and metastasis but little was known of the molecular mechanisms that underlie these effects. Here, using the *Drosophila* ING orthologue CG7379, we demonstrate that the loss of this protein results in a severe disruption to both the AJ and SJ, resulting in a loss of epithelial integrity and increased invasion. For instance, E-cadherin and Armadillo, whose expression levels were severely reduced by CG7379KD, are often differentially expressed in human cancers, which often correlate with increases in invasion [43]. Fasciclin III, whose distribution at the SJ was most affected in *lgl^4^*;CG7379KD clones, promotes homophilic interactions between cells, enhancing cell–cell adhesion. Changes in fasciclin III expression alone can be sufficient to alter intercellular adhesion [44]. Moreover, fasciclin-like proteins are known to be associated with metastasis in human cancers [45,46]. Coracle expression and distribution at the SJ was also affected by CG7379KD. As a member of the Yrt/Cora-group of proteins, coracle may act towards stabilizing the lateral actin cytoskeleton [47,48], which in turn acts on cell–cell junction stability [33].

Despite the fact that E-cadherin plays a central role in cell–cell junction formation and maintenance [33], ubiquitous overexpression of E-cadherin in the fly did not significantly affect the level of delamination caused by CG7379 KD. Junctional discontinuities were previously observed in the *Drosophila* pupal notum defective for E-cadherin turnover [1], which suggests a possible role for CG7379 in the regulation of E-cadherin localization and/or turnover. Our inability to rescue the increase in invasion by reintroducing E-cadherin into the system is consistent with other *in vitro* studies. These studies found that the localization of E-cadherin to cell junctions is under the control of Ras, and artificial increase of E-cadherin levels without manipulation of Ras expression leads to cytoplasmic accumulation of the overexpressed protein [49,50].

Our data indicate that CG7379KD may not have a drastic effect on apicobasal polarity as in our experiments, aPKC, bazooka and crumbs localize correctly to the cortex following CG7379KD. However, the cooperative effect between CG7379KD and *lgl^4^* does lead to more accentuated defects at cell–cell junctions, including more profound defects in dlg localization, as well as the additional mis-localization of aPKC. This disruption to polarity could explain the significant increase in invasion that is observed in *lgl^4^*;CG7379KD clones when compared to CG7379KD clones. We do think it likely, however, that the cooperation between CG7379 and *lgl^4^* extends beyond the role that lgl plays in cell polarity. It is known that *lgl^4^* promotes cell transformation in the epithelium [51,52]. In addition to its role as a key polarity protein, lgl influences the actin cytoskeleton, regulates exocytosis and can also interact with other non-polarity proteins and subsequently act in Hippo, Wingless-related integration site (Wnt) and Notch signalling, being therefore involved in the regulation of several biological processes, such as cell cycle progression and apoptosis [53].

Our results further suggest that the loss of CG7379 leads to an avoidance of anoikis following cell detachment from the epithelial sheet, demonstrating the multiple tumour and invasion suppressive roles of this gene. It has been previously shown that cells from the notum of the fly can delaminate basally and then undergo a process similar to anoikis within 10 min of delamination [54]. We have imaged invading cells in our system for up to 2 h post-delamination without observing any obvious signs of cell death. Moreover, the invasion patterns observed in our experiments are phenotypically different to those described by Marinari *et al*. as cells delaminate irrespective of their position within the epithelium, as opposed to preferentially at the midline. Moreover, most invading cells were viable at the time of analysis, with CG7379KD significantly decreasing the number of invasive cells that activate executioner caspases. This suggests that invading cells do not undergo immediate cell death and is in line with the ability of ING1, the CG7379 human orthologue, to modulate apoptotic processes [10,19,55,56].

Our transcriptomics experiments, knocking down ING1 expression in MCF7 breast cancer cells, provide some mechanistic insight into how the loss of ING1 function might affect cell–cell junctions and promote invasion. The expressions of numerous genes that regulate cell–cell adhesion and/or the actin cytoskeleton were altered following ING1KD in MCF7 cells. This included EXOC5, which was significantly downregulated and shows high homology to *Drosophila* sec10. 

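Single genes of the actin cytoskeleton and of cell junctions changed in both directions in ING1KD against NON-T cells. Of 55 measured actin regulators, 2 rose and 4 fell, the same adjusted over the list alone. GSN, which encodes the filament-severing protein gelsolin, rose 1.92-fold (log2 fold change 0.94, standard error 0.159, adjusted p = 4.79e-04 from limma, n = 3 arrays per group), and VASP, which promotes filament elongation, rose 1.63-fold (0.71, standard error 0.144). MYH10, the heavy chain of non-muscle myosin IIB, fell 1.63-fold (log2 fold change −0.71, standard error 0.137). The other actin regulators that fell were DIAPH1, DIAPH3 and ADD3. Of 33 genes of tight junctions and desmosomes, 1 rose and 1 fell, also adjusted over the list alone, and 2 fell with the harvest day as a block, DSC2 and PKP1. The tight junction scaffold MAGI3 rose 1.59-fold (0.67, standard error 0.159) and the desmosomal cadherin DSC2 fell 1.61-fold (log2 fold change −0.68, standard error 0.153). MAGI3 was not called without ING1KD replicate 1 (0.58) or NON-T replicate 2 (0.58), and neither MAGI3 nor DSC2 was with the spread of its own values alone. Of 24 cell polarity genes, 0 rose and 0 fell in limma, also adjusted over the list alone, and 5 had an unadjusted p under 0.05. None of these lists passed camera as a group, with an adjusted p of 0.872 for actin regulators, 0.328 for tight junctions and desmosomes and 0.125 for cell polarity, and cell polarity was higher (adjusted p = 0.0394) without ING1KD replicate 3. The actin list had a mean log2 fold change of −0.05 and a median of 0.01. Camera looks for a shift in 1 direction, so it can miss lists that move both ways. The form of fry that allows both directions compares a list with no other genes. Its unadjusted p was 5.42e-09 for actin regulators, 1.25e-05 for tight junctions and desmosomes and 0.0527 for cell polarity. Of the 55 actin regulators, 15 had an unadjusted p under 0.05 in limma, against 4837 of all 21448 probe sets.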

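EXOC5, a subunit of the exocyst, which tethers vesicles to the plasma membrane, fell 1.58-fold in ING1KD against NON-T cells (log2 fold change −0.66, standard error 0.140, adjusted p = 0.00396 from limma, n = 3 arrays per group). Its mean log2 expression was 7.96 on the ING1KD arrays and 8.62 on the NON-T arrays. Of the 8 measured exocyst subunits, EXOC5 was the only 1 called at the thresholds, also adjusted over the list alone, and the other 7 did not pass. The list as a whole had a mean log2 fold change of 0.20 and did not pass camera (adjusted p = 0.125). Against untreated cells, EXOC5 had a log2 fold change of −0.56 (adjusted p = 0.0109), under the 1.5-fold minimum. EXOC5 was also not called against NON-T cells without NON-T replicate 2 (log2 fold change −0.58).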

Sec10 has been shown to interact with Armadillo (β-catenin) and α-Catenin [57] and via sec5 and 15 can reduce E-cadherin, Armadillo and α-Catenin levels at AJs in *Drosophila* [57]. Furthermore, increased EXOC5 mRNA levels were previously correlated with E-cadherin overexpression within the lymphovascular embolus of inflammatory breast cancer [58].

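KDM5B, a demethylase of histone H3 lysine 4, rose 2.40-fold in ING1KD against NON-T cells (log2 fold change 1.27, standard error 0.172, adjusted p = 4.64e-05 from limma, n = 3 arrays per group). Against untreated cells its log2 fold change was 1.14 (adjusted p = 1.21e-04). RHOC rose against untreated cells too, with a log2 fold change of 0.80 (adjusted p = 0.00174). Its mean log2 expression was 10.2 on the ING1KD arrays, 9.43 on the NON-T arrays and 9.42 on the untreated arrays.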

RHOC and KDM5B were both significantly upregulated in our study. RHOC has been shown to be a marker of metastatic potential in some breast cancers [59]. RHOC overexpression has been associated with increased cell motility and invasion through stress fibre formation and focal adhesion, while its KD has been shown to decrease invasion and nuclear β-catenin levels [59–61]. An increase in RHOC expression was reported to induce a decrease in E-cadherin levels at the AJ in MCF7 cells (but not overall E-cadherin levels) without affecting Snail nor Twist levels nor promoting nuclear β-Catenin accumulation [62]. These results fit both our transcriptomics results and the effect we observe on junction integrity in *Drosophila* nota when knocking down CG7379 expression.

In breast cancer, KDM5B and E-cadherin present reverse patterns of expression [63]. Moreover, the ectopic expression of KDM5B has been shown to promote EMT by downregulating E-cadherin through SNAIL independent mechanisms [63]. Overexpression of KDM5B can also increase invasion *in vitro* and metastatic potential of gastric tumours *in vivo*, by activating the Akt pathway. KDM5B is therefore very likely to modulate cytoskeleton dynamics [64]. In *Drosophila* haemocytes, little imaginal discs (lid), the fly orthologue of KDM5B, modulates Rac and Ras expression and consequently actin cytoskeleton organization. Lid depletion has been shown to trigger lamellipodia formation and hyper-polymerization of F-actin [65].

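ADD3, which encodes an adducin that links actin filaments to spectrin at the membrane, fell 2.10-fold in ING1KD against NON-T cells (log2 fold change −1.07, standard error 0.168, adjusted p = 2.33e-04 from limma, n = 3 arrays per group). Against untreated cells its log2 fold change was −1.04 (adjusted p = 2.42e-04). The mean log2 expression of ADD3 was 3.91 in ING1KD, 4.98 in NON-T and 4.95 in untreated cells. On all 3 ING1KD arrays ADD3 lay under the 95th percentile of the negative control probe sets, so the size of its fall is limited by the background.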

Adducin 3 (ADD3) expression was twofold decreased in our study. Adducin proteins are critical for proper formation and stabilization of the membrane cytoskeleton and regulation of cell motility and cell–cell adhesion [66]. ADD3 depletion was shown to negatively affect both AJ and tight junction reassembly and to impair the assembly of actin filaments associated with newly formed junctions in colon epithelial cells [67]. Similarly, in *Drosophila* embryos, hu-li tai shao (hts), the fly orthologue of human adducins, was shown to partially colocalize with dlg and to regulate dlg targeting to the membrane. Moreover, *hts* mutants displayed phenotypes indicative of disruptions to epithelial integrity (decreased cuticle secretion in embryos) [68]. In *Drosophila* oocytes, improper localization of *hts* RNA led to the overgrowth of actin filaments [69].

DIAPH1, a downstream target of RHOA, was downregulated by ING1KD. 

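DIAPH1 was lower against untreated cells as well, with a log2 fold change of −0.88 in ING1KD (adjusted p = 3.66e-04 from limma, n = 3 arrays per group). Its mean log2 expression was 8.23 on the ING1KD arrays, 8.86 on the NON-T arrays and 9.11 on the untreated arrays. DIAPH3, another formin, fell 4.37-fold against NON-T cells (log2 fold change −2.13, standard error 0.170, adjusted p = 1.01e-07). The fall of DIAPH1 against NON-T cells lay close to the 1.5-fold minimum. It was not called without NON-T replicate 2 (log2 fold change −0.56), ING1KD replicate 2 (−0.58) or ING1KD replicate 3 (−0.55).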

Its loss has been associated with a decrease in the localization of E-cadherin, α- and β-catenin at AJs, and also affected tight junction composition and junctional actin levels [70]. Additionally, ING1KD also affected the expression levels of several regulators of Rho GTPase activity, including ECT2, a RhoGEF that is required to activate Rho signalling at the zonula adherens and support junctional integrity through myosin IIA [71].

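Regulators of Rho GTPases changed in both directions in ING1KD against NON-T cells. Of 61 measured Rho GTPases and regulators, listed before the data were examined, 8 rose, 7 fell and 46 did not pass the test, with the same counts adjusted over the list alone. The largest falls beside ECT2 were in RACGAP1, its partner in cytokinesis (log2 fold change −1.77, standard error 0.147, adjusted p = 1.45e-07 from limma, n = 3 arrays per group), and in the exchange factor ARHGEF39 (log2 fold change −1.601, standard error 0.197). ARHGAP19, a GTPase-activating protein for RhoA, fell (−0.90, standard error 0.131), as did NET1, ARHGAP21 and ARHGEF28. RHOC rose, as did the GTPase-activating proteins ARHGAP39 (0.96, standard error 0.212), ARHGAP12, ARHGAP18, ARHGAP26, ARHGAP32 and SRGAP1 and the exchange factor ARHGEF38. ECT2 and RACGAP1 are also on the list of G2/M and mitosis genes. The list as a whole did not pass camera (mean log2 fold change 0.05, adjusted p = 0.163). Camera looks for a shift in 1 direction, so it can miss a list whose genes move both ways. The form of fry that allows both directions gave an unadjusted p of 2.09e-06. It compares the list with no other genes, so it does not set the list apart from them. Of the 61 genes, 28 had an unadjusted p under 0.05 in limma, against 4837 of all 21448 probe sets. Against untreated cells 6 members of the list rose and 9 fell.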

In line with a potential involvement of ING1 in cytoskeletal dynamics, the genetic screen for modulators of tumour progression, previously performed in our laboratory, has indeed highlighted CG7379 as a hit for a number of cytoskeleton relevant phenotypic categories, such as protrusion length, thickness and branching. Moreover, pre-invasive cells delaminating from CG7379KD tissues display a characteristic actin-rich spot as previously described [5]. Dynamic remodelling of the actin cytoskeleton is essential for cell motility and migration and actin polarization together with actin-myosin contractions are responsible for generating the force required for migration in both normal and pathological conditions [72–74].

Our transcriptomics results therefore confirm ING1 as an invasion suppressor that plays an important role in maintaining junction stability, and as a modulator of cytoskeletal dynamics. This perfectly recapitulates results from the fly, where CG7379KD strongly promotes invasion, severely disrupts cell–cell junction integrity and affects protrusion morphology. 

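Transcripts that mark the epithelial to mesenchymal transition (EMT) were not called in ING1KD against NON-T cells. Of 25 measured EMT regulators and mesenchymal markers, 0 rose and 0 fell in limma, also adjusted over the list alone, and 2 had an unadjusted p under 0.05. The mean log2 fold change of the list was −0.02 (adjusted p = 0.872 from camera). Against untreated cells 1 member was called higher and 0 lower, or 0 higher adjusted over the list alone. The mean log2 expression of the EMT list lay between 4.68 and 4.79 on the 9 arrays. The 95th percentile of the negative controls lay between 3.99 and 4.46, so the list is close to background. Only 22.5% of simulated 1.5-fold changes were recovered, so changes of EMT genes can be missed. The simulated runs held fewer changed genes than were called on the real arrays, so this share may be understated. Of 17 luminal epithelial markers, 3 rose and 0 fell, also adjusted over the list alone. They were the mucin MUC1 (log2 fold change 0.88, standard error 0.165, adjusted p = 0.00138, n = 3 arrays per group), the epithelial transcription factor ELF3 (0.71, standard error 0.137, adjusted p = 0.00169) and SPDEF, a transcription factor of luminal cells (0.66, standard error 0.159, adjusted p = 0.00941). ELF3 was not called against untreated cells. The luminal list as a whole did not pass camera (adjusted p = 0.125). SPDEF was not called without ING1KD replicate 1 (0.59) or ING1KD replicate 2 (0.56), and neither SPDEF nor MUC1 was with the spread of its own values alone. From its transcriptomics results the paper concludes that ING1 suppresses invasion, helps to maintain junctions and modulates the cytoskeleton. Its other evidence includes E-cadherin staining of MCF7 cells, invasion assays of several cell lines and the fly experiments.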

The ING family of tumour suppressors is well known to suppress tumourigenesis through the regulation of cell cycle progression, apoptosis and DNA repair. This work, by recognizing CG7379 and ING1 as invasion suppressors, adds further insight into the multiple roles that collectively perform ING's tumour suppressive function.

## 4. Methods

### 4.1. Transgenic *Drosophila* stocks and crosses

Fly stocks were raised on standard medium at 18°C and crosses on standard medium with yeast at 25°C. The following stocks were used: yw, neoFRT19A (Chr X; #1744); UAS-p35 (Chr 2; #6298); sna[Sco]/CyO; UAS-iCasper-noGFP-T2A-HO1}VK00005/TM6B (Chr 2,3; #64186) obtained from Bloomington Drosophila Stock Center (Indiana, USA); P{GD12222}v27988 (Chr3; #27988); P{GD12222}v27989 (Chr 3; #27989) from VDRC stock centre (Vienna, Austria); Ubi-p63E-shg:GFP (Chr 2, #109007) from KYOTO Stock Center (DGRC).

Ubx-FLP; neoFRT40A/Cyo-GFP; Pnr-GAL4, UAS-GFP:Moe/TM6b;
Ubx-FLP; neoFRT40A, *lgl[4]*/Cyo-GFP; Pnr-GAL4, UAS-GFP:Moe/TM6b;
w; tub-Gal80, neoFRT40A; MKRS/TM6b;
w; IF/Cyo-GFP; Pnr-GAL4, UAS-GFP:Moe/TM6B;
Ubx-FLP, neoFRT19A, tub-GAL80; MKRS/TM6B were laboratory stocks.

We recombined UAS-iCasper-noGFP-T2A-HO1}VK00005 and P{GD12222}v27988 or P{GD12222}v27989 on the 3^rd^ chromosome to generate new stocks.

The following genotypes were imaged. For WT clones: Ubx-FLP/+; neoFRT40A/tub-GAL80, FRT40A; Pnr-GAl4, UAS-GFP:Moe/MKRS and Ubx-Flp/+; neoFRT40A/tubGAL80, neoFRT40A; PnrGal4, UAS-GFP:Moe/UAS-iCasper.

For *lgl^4^* mutants: Ubx-FLP/+; neoFRT40A, *lgl[4]*/tub-GAL80, neoFRT40A; Pnr-GAl4, UAS-GFP:Moe/MKRS and Ubx-Flp/+; neoFRT40A, *lgl[4]*/tub-GAL80, neoFRT40A; PnrGal4, UAS-GFP:Moe/UAS-iCasper.

For p35 overexpression: Ubx-FLP/+; neoFRT40A, *lgl[4]*/tub-GAL80, neoFRT40A; Pnr-GAl4, UAS-GFP:Moe/UAS-p35.

For CG7379 knockdown: Ubx-FLP/+; neoFRT40A/tub-GAL80, neoFRT40A; Pnr-GAl4, UAS-GFP:Moe/UAS-RNAi and Ubx-Flp/+; neoFRT40A/tub-GAL80, neoFRT40A; PnrGal4, UAS-GFP:Moe/UAS-RNAi, UAS-iCasper and Ubx-Flp, tub-GAL80, neoFRT19A/ neoFRT19A; PnrGal4, UAS-GFP:Moe/UAS-RNAi.

For CG7379 KD in *lgl^4^* mutant clones: Ubx-FLP/+; neoFRT40A, *lgl[4]*/tub-GAL80, neoFRT40A; Pnr-GAl4, UAS-GFP:Moe/UAS-RNAi and Ubx-Flp/+; neoFRT40A, *lgl[4]*/tub-GAL80, neoFRT40A; PnrGal4, UAS-GFP:Moe/UAS-RNAi, UAS-iCasper.

For E-cadherin overexpression: neoFRT19A/ Ubx-FLP, neoFRT19A, tub-GAL80; +/Ubi-p63E-shg:GFP; Pnr-GAL4, UAS-GFP:Moe/UAS-RNAi.

### 4.2. Cell stocks and maintenance

MDA-MB-231 cells were obtained from Dr Sally Wheatley, U87 cells from Dr Ruman Rahman and MCF7 cells from Dr Anna Grabowska (Faculty of Medicine & Health Sciences, University of Nottingham). Cells were cultured in DMEM (MDA-MB-231 and U87) or RPMI medium without phenol red (MCF7) (Invitrogen) supplemented with 2 mM L-glu (Sigma-Aldrich) and 10% fetal bovine serum (Sigma-Aldrich) and grown in T75 culture flasks at 37°C in a 5% CO_2_ atmosphere.

### 4.3. Dissections, immunocytochemistry and TdT-mediated dUTP nick-End-labelling

The dorsal thorax of 20–24 h-old pupae was dissected following the protocol described by Jauffred & Bellaiche [75]. The tissue was fixed in 4% formaldehyde for 20 min, blocked and permeabilized with PBS containing 0.2% BSA, 5% NGS, 0.1% Triton X-100 followed by primary antibody incubation overnight at 4°C and 1 hour secondary antibody incubation at room temperature. Additionally, a DAPI staining was performed together with the secondary antibody incubation. GeneTex FluoroGel mounting media (GeneTex) was used for mounting. Prior to antibody incubations, MCF7 cells were fixed with 3% PFA for 30 min at RT, permeabilized in 0.2% PBS-Triton-X 10 mM Glycine and blocked in 3% BSA.

The following primary antibodies were used to label cell–cell junction proteins: mouse anti E cadherin [1 : 100, abcam (ab1416)]; rat anti-E-Cad [1 : 100, DSHB (DCAD2)], Mouse anti-Armadillo (1 : 100, DSHB), rat anti-alpha-Catenin [1 : 100, DSHB (DCAD1)], Mouse anti-Fasciclin III (1 : 400, DSHB), mouse anti-Coracle [1 : 100, DSHB (C615.16)], mouse anti-DiscsLarge [1 : 100, DSHB (4F3)]; polarity proteins: rat anti-Crumbs (1 : 1000, gift from E. Knust) rabbit anti-Baz (1 : 2,000, gift from A. Wodarz), Rabbit anti-PKC zeta (1 : 50, Santa Cruz); apoptotic cells: rabbit anti-cleaved *Drosophila* Dcp-1 (Asp216, Cell Signalling Technology). Secondary antibodies from Molecular Probes were Alexa Fluor 488, 546 and 633.

Additionally, the ApopTag Red In Situ Apoptosis Detection Kit (S7165, Merck Millipore) was also used to label apoptotic cells following Wells and Johnston protocol [76]. Tissues were incubated as follows: in a pre-cooled ethanol/PBS (2 : 1) solution, 5 min, −20°C; 10 mM Sodium Citrate pH 6.0, 30 min, 70°C; equilibration buffer, 10 min, RT; TdT enzyme (diluted 30% v/v in reaction buffer), 1 h, 37°C; Stop/Wash solution, 10 min, RT; anti-dig rhodamine (20% antibody, 50% PBSt, 25% blocking solution provided with the kit, 5% NGS), 30 min, RT; DAPI (3 mM), 3 min, RT.

Images from fixed samples were acquired on a Zeiss LSM880 inverted confocal microscope using a ×40/1.30 NA oil Ph3 M27 objective, 0.5 µm z-sectioning for polarity and junctional proteins and 1 µm z-sectioning for samples stained for apoptosis.

### 4.4. Live imaging

Using double-sided sticky tape animals with the desired genotype were attached to a custom-made slide which has coverslip bridges on the far edges. A window was then cut in the pupal case and a coverslip with a drop of immersion oil was placed on top of the bridges, touching the notum.

The following inverted confocal microscopes and lenses were used for live imaging: Leica SP2 equipped with a ×40/1.25 NA oil lens; Zeiss LSM880C, ×40/1.30 NA oil Ph3 M27 lens; Zeiss LSM5 Exciter AxioObserver, Plan-Apochromat ×40/1.30 NA oil lens. Samples were excited with a 458 nm laser, and signal was collected at 500–600 nm. Z-series were acquired with a 0.35 µm pixel size using 1 µm z-sectioning. For time-lapses z-series were acquired every 3 min for 2 h.

### 4.5. Transfection

Transfection media containing DharmaFect1 (Dharmacon) transfection reagent and 25 nM ON-TARGET plus SMARTpool siRNA against ING1 (Dharmacon) was added on 50–60% confluent MCF7 cells and 60–80% confluent MDA-MB-231 or U97 cells. ON-TARGETplus Non-targeting siRNA (Dharmacon) was used as a negative control. Cells were then incubated at 37°C with 5% CO2 for 48 h.

### 4.6. Migration and invasion assay

MDA-MB-231, U87 or MCF7 cells were plated in 5% BSA or 1% FBS DMEM or RPMI medium, respectively, in hanging inserts with 8 µm pore (Millipore). Appropriate culture media supplemented with 10% FBS was used underneath the inserts. For invasion experiments, the inserts were covered *a priori* with extracellular matrix (Millipore or Corning). Migrating/ invading cells were detached from the bottom of the inserts using accumax cell detachment solution (Millipore) and stained for DNA content using CyQuant GR dye (Thermo Fisher Scientific). The number of invading cells is direct proportional to the fluorescence intensity as CyQuant dye labels the DNA. The fluorescence intensity was measured using 480/520 nm filters and optimal gain on a BMG fluorescent plate reader.

### 4.7. RNA extraction

Total cellular RNA was extracted using TRIzol (Thermo Fisher Scientific) following the manufacturer's instructions.

### 4.8. cDNA synthesis

cDNA was synthetized using RevertAid First Strand cDNA Synthesis Kit [Thermo Fisher Scientific (k1621)] following the manufacturer's instructions.

### 4.9. Quantitative real-time PCR

Samples were prepared using IQ SYBR Green qPCR Master Mix (BioRad) and non-universal primers (table 1) (Thermofisher Scientific, Sigma-Aldrich or Eurofins) designed using Primer3web online tool. For DNA amplification and fluorescence measurements, an A C1000 thermal cycler CFX96 RT system was used. Relative transcript levels were calculated relative to expression levels of the house-keeping gene GAPDH, using the efficiency calibrated model [77].

**Table 1.** Primer list.

primer name	sequence 5′	sequence 3′
GAPDH human	ATGTTCGTCATGGGTGTGAA	GTCTTCTGGGTGGCAGTGAT
ING1 human	TACTGTCTGTGCAACCAGGT	TTCTCCAGGGCTTTGTCCAT
RHOC human	AGCGGAAGCCCCACCAT	GTCCACCTCAATGTCCGCAA
DIAPH1 human	CGACGGCGGCAAATCTAAGAA	ATTCAGGTTCATATTCCAGCAGCA
ECT2 human	GCAAGAGTGGTTCTGGGGAA	TTGCGATTGCTGTTAGGGGT

### 4.10. Whole-genome gene expression microarray analysis

Whole-genome transcriptome analysis of transfected and un-transfected (both un-treated and treated with non-targeting siRNA) MCF7 cells was conducted at the Nottingham Arabidopsis Stock Centre (NASC). The RNA concentration and quality was assessed using the Agilent 2100 Bioanalyzer (Agilent Technlogies Inc., Palo Alto, CA) and the RNA 600 Nano Kit (Caliper Life Sciences, Mountain View, CA). Samples with a minimum RNA concentration of 100 ng µl^−1^ and RNA Integrity Number (RIN) ≥ 8 were used for gene expression analysis. Single-stranded complimentary DNA was prepared from 200 ng of total RNA as per the GeneChip WT PLUS Reagent Kit (Applied Biosystems and Affymetrix). Total RNA was first converted to cDNA, followed by *in vivo* transcription to make cRNA. Single-stranded cDNA was synthesized, end labelled and hybridized for 16 h at 45°C to Clariom S Assay arrays (Thermo Fisher Scientific).

Gene expression data were analysed using Partek Genomics Suite 6.6 software (Partek Incorporated). The raw CEL files were normalized using the RMA background correction with quantile normalization, log base 2 transformation and mean probe-set summarization with adjustment for GC content. DEGs were identified by a one-way ANOVA. DEGs were considered significant if *p*-value with FDR was ≤ 0.05 and fold change of greater than 1.5 or less than −1.5.

### 4.11. GO term enrichment

DEG following ING1 KD were analysed for biological process and pathway enrichment, using Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.8 [78]. Functional annotation was performed with EASE score 0.1 and a minimum number of three genes for the corresponding term used as thresholds. Bonferroni correction was applied.

### 4.12. Interaction map

The interaction network was generated by integrating publicly available data from BioGRID using the GeneMANIA plug-in for Cytoscape software [36,79]. GO molecular function was used as weighting for the ties among nodes; 10 max resultant attributes and 20 max resultant genes were used. The resulting network reflects genetic and physical interactions between these genes.

### 4.13. Calculations and statistical analysis

Microsoft Excel and Prism (GraphPad) software were used to perform calculations, generate graphs and calculate statistical significance with Student's *t*-test, Mann–Whitney U test, Kruskall–Wallis test and Pearson Correlation test where *p* > 0.05 was considered not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ^#^*p* < 0.0001 and *r_s_ε*[±0.7, ±1.0] was considered to suggest a strong, *r_s_ε*[±0.5, ±0.7] a moderate, *r_s_ε*[±0.3, ±0.5] a weak and *r_s_ε*[0, ±0.3] a negligible correlation.

For image analysis, standard processing options from Fiji (ImageJ) software were used [80,81]).

## Data accessibility

The accession number for the microarray data reported in this paper is GEO: GSE125438.

The data are provided in the electronic supplementary material [82].

How the deposited data were processed for this re-analysis (not part of the article)

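The experiment compared 3 groups of MCF7 cells on 9 Clariom S arrays, with 3 arrays per group: untreated cells, cells with a non-targeting siRNA pool (NON-T) and cells with a siRNA pool against ING1 (ING1KD). The authors read the arrays to CEL files and normalized them in Partek Genomics Suite 6.6 by RMA background correction, quantile normalization, log2 transformation and mean probe-set summarization with an adjustment for GC content. The submitters' processing notes also name Partek 6.6 and RMA. The deposited values are log2 expression per probe set and array, and the distributions of the 9 arrays are close but not identical. The annotation and genome build behind the array are not given in the sources used here, so no coordinates are printed. The CEL files and the tables S1 to S3 of the supplement were not used here.

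The table holds 27189 probe sets. Those for genes, 21448 as in the paper, were tested, and 5741 were left out: 68 Affymetrix controls, 63 ERCC spike-in controls, 612 negative controls, 2197 positive controls, 246 reporters and 2555 with a numeric identifier only. Symbols came from the array's annotation table, updated through a gene table of the GRCh38.p14 assembly that was used for names alone. Of the probe sets tested, 17709 had 1 symbol, 0 had several and 3739 had none here, among them those of CTNND1 and ERBB2. For the 20 symbols on more than 1 probe set (42 probe sets), the probe set with the highest mean over the 9 arrays stands for the gene, and no gene named in the text is among them. No pair of arrays held identical values, and their correlations across probe sets lay between 0.978 and 0.994. Depth on an array is its signal over background, and 64.3% to 72.9% of the probe sets tested lay above the 95th percentile of the negative controls. The number of arrays limits the precision.

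Differences were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the deposited log2 values, in 1 fit with the 3 groups. The methods of the study name a one-way ANOVA without saying which groups it covered, and it was taken here to cover all 3. The contrasts were ING1KD minus NON-T, ING1KD minus untreated and NON-T minus untreated, and a further fit set the ING1KD arrays against the 6 control arrays as 1 group. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, an unadjusted p under 0.01 and a fold change of at least 1.5, as in the paper. Standard errors are those of limma's log2 fold changes. ING1 was also tested with an exact permutation test.

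The 21 gene lists were written before the data were examined, and each was tested with camera at its preset correlation of 0.01, adjusted over the lists of a comparison. Camera compares a list with all other genes. As alternatives camera was run with an estimated correlation, and fry, which asks whether the genes of a list move, on balance, in 1 direction and compares them with no other genes. Fry also gave a p-value that allows both directions, printed unadjusted and only where named. Calls were also adjusted over the list alone. A pair of further lists, targets of NRF2 and clustered histone genes, was written after the values were seen. The lists of the paper's genes were chosen by the study on these arrays.

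The genes named in the text were fixed by a rule before the data were examined: ING1 and the genes the paper names for the arrays, the 10 largest rises and 10 largest falls in ING1KD against NON-T that were called and had the same direction in all 3 pairs, the 3 called members of each list with the largest change, and the 5 called genes with the largest change in NON-T against untreated. Other members of the lists of Rho GTPases, actin regulators, p53 targets, tight junctions and desmosomes, stress response, interferon response, estrogen response and lysosome, and members of the later lists, were named after their values were seen.

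The labels give the 3 arrays with the same replicate number the same harvest day, so the numbers pair the arrays. The submitters' notes name 3 independent experiments and also say that each sample was run in triplicate. The 9 deposited arrays were taken as 1 per group and experiment, and if some were repeats of 1 sample, the standard errors would be too small. The correlations of the arrays' deviations from their group means lay between −0.04 and 0.15 for the 9 pairs with the same number and between −0.14 and 0.05 for the 18 pairs with other numbers. The day was left out of the model, as in the methods of the study, and a fit with the day as a block was an alternative.

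The procedure was tested on simulated data with the means and spread of these arrays and 200 changed genes among 21448 in each of 10 runs. In ING1KD against NON-T it recovered 22.5% of 1.5-fold, 80.8% of 2-fold and 98.3% of 3-fold changes, and 4.11% of the calls were unchanged genes. In NON-T against untreated it recovered 23.0%, 78.8% and 97.5%, and against the 6 control arrays 36.2%, 91.9% and 98.8%. Of 210 tests of the lists on unchanged data, 1.91% had an unadjusted p under 0.05 and 0 passed after adjustment. On the real arrays 2328 probe sets had an adjusted p under 0.05 in ING1KD against NON-T, many more than the 200 simulated. The adjustment is then less strict, so the shares recovered in that comparison may be understated. An estimate under 1.5-fold is not called, so true 1.5-fold changes are often lost by this minimum alone. The simulated genes varied independently of each other. On the real arrays the estimated correlation was 0.523 for G2/M and mitosis and 0.546 for NRF2 targets. The simulation therefore cannot show how camera at its preset correlation behaves for lists whose genes vary together.

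The alternatives were the block for the harvest day, median centring or a second quantile normalization of the arrays, a filter that left out the dimmest 30% of probe sets, the methods' one-way test without the moderation of the spread, limma's trend and robust options, a fit with only the 6 arrays of a comparison, a minimum fold change of 2 or none, an adjusted p under 0.01, limma's treat against 1.5-fold, only probe sets with 1 symbol, and each array left out in turn. Other splits of the arrays into groups of the same sizes were counted, 10 for 3 against 3 arrays and 84 for 3 against 6. RT-qPCR, microscopy, invasion assays and the fly experiments of the paper were not analysed here.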

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

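The tests of the array range, of the knockdown in replicate 3 and of NRF2 target genes below were chosen only after the result was seen.

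NON-T cells differed from untreated cells in few genes, in a comparison that the paper does not report. Against untreated cells, 5 genes were called in NON-T cells in limma: HGD, an enzyme of tyrosine breakdown (log2 fold change 1.599, standard error 0.216, adjusted p = 0.00734), ENTPD1, a cell surface nucleotidase (1.35, standard error 0.221, adjusted p = 0.0384), GPNMB (1.24, standard error 0.183, adjusted p = 0.0125), PGM5, a relative of phosphoglucomutase at adhesion sites (−1.22, standard error 0.148, adjusted p = 0.00304), and SEC24D, a coat protein of vesicles from the endoplasmic reticulum (1.08, standard error 0.152, adjusted p = 0.00937). HGD lay under the negative control level on all 3 untreated arrays, so its log2 fold change is a lower bound. The 10 splits of these 6 arrays cannot give a share under 0.05, with 5 genes in the real split and 0 as the highest of the others. Without NON-T replicate 1 the count was 1, and with the harvest day as a block it was 52.

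With the harvest day as a block, 7 of 26 measured target genes of NRF2, the transcription factor of the oxidative stress response, were higher in NON-T than in untreated cells, and 0 were called by limma without the block, where 10 had an unadjusted p under 0.05 (7 higher and 1 lower adjusted over the list alone). They were AKR1C2 (log2 fold change 2.94), AKR1C1 (2.07), SLC7A11 (1.76), AKR1C3 (1.62), GPX2 (1.28), HMOX1 (0.84) and OSGIN1 (0.80), each higher in all 3 pairs, and the AKR1C genes are near-identical copies whose probes may share signal. An effect of the non-targeting pool alone is argued against, since it needs a mean of about −0.50 for the list in ING1KD against NON-T, where the mean was 0.0344 (SD of the pairs 0.187). Transfection itself stays open, as no group received the reagent without siRNA, and so do low values on the untreated arrays and a separate effect of each pool. As a list it passed camera (adjusted p = 2.44e-08) but not with an estimated correlation (adjusted p = 0.433), and the mean change differed between the pairs (0.50, 0.16 and 0.83).

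The fall of DNA replication and mitosis genes in ING1KD cells goes with a rise of CDKN1A, the cell cycle inhibitor p21 (log2 fold change 1.57, higher in all 3 pairs), a gene the paper does not discuss. NON-T and ING1KD cells both received a siRNA pool, so an effect that any pool has alike cancels between them. The change in NON-T against untreated cells gives the size of a pool's effect and is no test of the cause. For the DNA replication list it was 0.187 of that in ING1KD against NON-T, under the bound of 0.2 by a small margin. The changes per pair were −0.16, −0.29 and −0.25 in NON-T against −1.31, −1.22 and −1.15 in ING1KD. The bound was set for this list alone. The DNA repair list had means of −0.20 in NON-T against untreated cells and −0.84 in ING1KD against NON-T. The mean of the DNA replication list in ING1KD against NON-T was −1.22 after median centring, and −1.22 after a second quantile normalization. The deposited values were already quantile normalized and the CEL files were not used. These steps therefore cannot test the authors' own normalization as a cause. Off-target effects of the 1 pool against ING1 stay open, and no biological explanation was tested.

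Mitosis genes fell less in replicate 3 of ING1KD: the mean log2 change of the G2/M list was −2.07, −2.11 and −1.48 in pairs 1, 2 and 3. In pair 3 it was 0.706 of the mean of the other pairs, while the G1/S, DNA replication and DNA repair lists kept 0.848, 0.910 and 0.983. A narrower range of values on that array is argued against, since the SD over 19744 probe sets that were not called was 0.980 of that on NON-T replicate 3. A weaker knockdown of ING1 mRNA was not seen, though 1 pair is too uncertain to exclude it. The change of ING1 was −0.89 in pair 3, against −0.82 and −0.68 in pairs 1 and 2. If the G2/M list followed ING1 in proportion, which is assumed, pair 3 would need −0.53. The SD of the pairs was 0.103, and 0.264 for 1 pair in the fit with the block. The labels give 72% by RT-qPCR for replicates 2 and 3 alike. ING1 protein was not measured here, and no biological explanation was tested.

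Of 25 measured genes of the estrogen response, a list the paper does not discuss, 12 were lower and 0 higher in ING1KD against NON-T cells, with a mean log2 fold change of −0.60. The list passed camera (adjusted p = 1.39e-09) and with an estimated correlation (0.0420), but not with the harvest day as a block as well (0.0505), nor with an estimated correlation against untreated cells (0.111). With fry and the block it passed in ING1KD against NON-T (adjusted p = 0.00178).

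In ING1KD against the 6 control arrays, only the real split, 1 of 84, called as many genes, a share under 0.05. It called 1674, and the highest of the other splits called 2. Other splits mix ING1KD and control arrays, which widens the spread within groups. The gap between these counts is therefore no measure of how unlikely chance is. Among the 27 splits that part as many pairs, the highest other was also 2. The 10 splits of 6 arrays cannot give a share under 0.05 for ING1KD against NON-T (1704, highest other 0) or against untreated cells (1853, highest other 0). In the latter counts, 4 of the 10 splits part as many pairs.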

How the results depend on the processing

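Leaving out ING1KD replicate 3 and NON-T replicate 1 together was chosen only after the values were seen. No named gene or list that was called reversed its direction under any alternative run, but the balance of calls did. The count in ING1KD against NON-T (1704) fell to 859 under the methods' one-way ANOVA, 555 at a fold change of at least 2 and 358 with limma's treat. In ING1KD against untreated cells (1853) the same alternatives gave 1153, 647 and 467. Against the 6 control arrays (1674), a fold change of at least 2 gave 567, no minimum 2922 and treat 435. Genes changed against both controls (1231) numbered 720 under the ANOVA and 456 at a fold change of at least 2. The ANOVA takes each gene's spread from its own values, and the stricter minimum and treat keep fewer genes by construction. The causes of the other shifts were not tested.

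With 1 array left out in turn, the count ranged from 1522 to 2013 in ING1KD against NON-T, 1692 to 1948 against untreated cells, 1618 to 1909 against the 6 control arrays and 1126 to 1399 against both controls. The share of lower calls in ING1KD against NON-T (54.2%) ranged from 42.5% without ING1KD replicate 3, where the balance turned, to 66.3% without ING1KD replicate 1, and was 73.0% both under the ANOVA and at a fold change of at least 2 and 86.0% with treat. Without both ING1KD replicate 3 and NON-T replicate 1 the counts were 2007, 1999 and 1939, and 0 in NON-T against untreated cells.

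The 5 genes in NON-T against untreated cells depend on the processing. Their number was 52 with the replicate block, 3 after a second quantile normalization (2 higher, 1 lower), 15 with the filter on dim probe sets, 0 under the ANOVA, 13 with the trend and robust options, 1 with only the 6 arrays of the comparison, 3 at an adjusted p under 0.01, 0 with treat and 13 over probe sets with 1 symbol. At an unadjusted p under 0.05, 1502 passed in limma. With 1 array left out the number ranged from 1 (without NON-T replicate 1) to 11 (without ING1KD replicate 2), with 10 without NON-T replicate 2 and 3 without untreated replicate 1 or NON-T replicate 3. The block kept all 5. In ING1KD against NON-T it added calls to the lists of p53 targets (2 higher), tight junctions and desmosomes (2 lower), stress response (3 higher, with ATF3), NRF2 targets (2 higher, ABCC2 and ABCC3) and histone genes (42 lower), and against untreated cells to the estrogen response (12 lower, with NRIP1). In NON-T against untreated cells it added calls of NRF2 targets, of the interferon list (1 higher) and of the p53 list as a whole (adjusted p = 0.0438, against 0.0638 without, but 0.789 with an estimated correlation). With an estimated correlation it ended the calls of G2/M and mitosis and of the estrogen response in ING1KD against NON-T (adjusted p = 0.0505 for each). With fry it ended the call of the lysosome list in that comparison (adjusted p = 0.0528, against 0.0237 without the block). It ended no other call of a list reported in the text.

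Of the 82 genes named for ING1KD against NON-T, 62 kept their direction and side of the threshold under every alternative tallied gene by gene. The other minimum fold changes, the stricter adjusted p and treat were tallied as counts only. They are not part of this number, and genes under 2-fold lose their call at a minimum of 2. Among the alternatives tallied gene by gene, the ANOVA ended the most calls, 16. The lists of DNA replication, G1/S, G2/M, DNA repair and estrogen response passed camera at its preset correlation under every alternative in which the lists were tested. The interferon list was lost with the filter on dim probe sets (adjusted p = 0.126) and without ING1KD replicate 3 (0.217). Of simulated 1.5-fold changes in ING1KD against NON-T 22.5% were recovered, in runs with fewer changed genes than were called on the real arrays. ADD3 and MYBL1 lay under the negative control level on all 3 ING1KD arrays.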

Differences from the paper's values

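All alternatives named here were set before the data were examined. The paper reports 919 altered genes, at the thresholds used here, and does not name the control in its text. The counts found were 1704 in ING1KD against NON-T, 1853 against untreated cells and 1674 against the 6 control arrays as 1 group. In ING1KD against NON-T, the count came within 1.5 times the paper's under the one-way ANOVA that the paper's methods name (859) and at an adjusted p under 0.01 (1279). Against untreated cells it did so under the ANOVA (1153) and at a fold change of at least 2 (647), and against the 6 control arrays under the ANOVA (1248). Under the replicate block, median centring, a second quantile normalization, the filter on dim probe sets, the trend and robust options, the fit with only the 6 arrays of a comparison, no minimum fold change, treat, probe sets with 1 symbol and each array left out in turn it did not. At a fold change of at least 2 it did not in ING1KD against NON-T (555) or against the 6 control arrays (567), and at an adjusted p under 0.01 it did not against untreated cells (1482) or the 6 control arrays (1492). The genes called against both controls at once numbered 1231, within 1.5 times the paper's count, but not at a fold change of at least 2 (456), with no minimum (1649) or without ING1KD replicate 3 (1399).

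The paper lists WASF3 among the differentially expressed genes. Its log2 fold change here was 0.58 in ING1KD against NON-T, a 1.49-fold change with an adjusted p of 0.0100, just under the 1.5-fold minimum. It was called after median centring (0.59) and without NON-T replicate 2 (0.61), ING1KD replicate 2 (0.62) or NON-T replicate 3 (0.59). The other 7 genes of that list that were found on the array, DIAPH1, ECT2, EXOC5, RAPGEF2, ADD3, KDM5B and RHOC, were called. CTNND1, also on it, could not be assigned to a probe set here.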

Other observations

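The list of histone genes was written, and its tests chosen, only after values were seen. Genes of the estrogen response were lower in ING1KD than in NON-T cells: of 25 measured members of that list, 12 fell and 0 rose, also adjusted over the list alone (camera, adjusted p = 1.39e-09, and adjusted p = 0.0420 with an estimated correlation, but 0.0505 with the harvest day as a block as well). Against untreated cells 11 fell and 0 rose (camera, adjusted p = 7.06e-06, but 0.111 with an estimated correlation). Those lower against NON-T cells included EGR3, an early growth response factor (log2 fold change −2.00, standard error 0.349), the chemokine CXCL12 (−1.74, standard error 0.160), MYBL1, a MYB transcription factor (−1.49, standard error 0.161, under the negative control level on all 3 ING1KD arrays, so that the size of its fall is a lower bound), the progesterone receptor PGR (−1.43, standard error 0.327), cyclin D1, CCND1 (−0.99, standard error 0.150), and the estrogen receptor cofactor GREB1 (−0.90, standard error 0.160). Of 61 measured histone genes of the clusters, which are transcribed in S phase, 41 fell and 0 rose, or 42 fell adjusted over the list alone, with a mean log2 fold change of −0.95 (camera, adjusted p = 4.17e-40, and 0.0199 with an estimated correlation). H1-5 (−2.29), H1-3 (−2.06) and H3C11 (−2.02) fell most beside H2BC14. The core histone genes are near-identical copies, so single members are uncertain.

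Lysosomal genes were higher in part. Of 42 measured, 8 rose and 2 fell, also adjusted over the list alone, with a mean log2 fold change of 0.32 (camera, adjusted p = 2.13e-06, but adjusted p = 0.321 with an estimated correlation). With fry the adjusted p was 0.0237, or 0.0528 with the harvest day as a block. Beside GPNMB, LGALS3, the lectin galectin-3, rose (1.10, standard error 0.148, and 0.69 against untreated cells) and GLA, the lysosomal α-galactosidase, fell (−1.002, standard error 0.1797). Of 39 interferon response genes, 8 rose and 1 fell, also adjusted over the list alone, with a mean of 0.28 (camera, adjusted p = 0.00359, but adjusted p = 0.321 with an estimated correlation and 0.217 without ING1KD replicate 3). With fry the list did not pass (adjusted p = 0.0692). IFI6 (1.50, standard error 0.383), the transcription factor IRF9 (1.19, standard error 0.209) and the RNA sensor OAS1 (1.18, standard error 0.315) rose, and OAS1 lay under the negative control level on 2 NON-T and all 3 untreated arrays. OAS1 was not called without ING1KD replicate 3 (0.62), NON-T replicate 1 (1.10) or NON-T replicate 2 (1.04), nor IFI6 without ING1KD replicate 3 (1.30) or NON-T replicate 2 (0.98). OAS1 was also lost after a second quantile normalization (1.21), and limma's trend and robust options ended the calls of OAS1, IFI6 and EGR3. The same list was higher in NON-T than in untreated cells (mean 0.15, adjusted p = 2.92e-05, but adjusted p = 0.226 with an estimated correlation), with 0 members called in limma and 1 higher adjusted over the list alone, or 1 called, PARP14, with the harvest day as a block.

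Of 26 stress response genes 2 rose, HERPUD1 of the unfolded protein response (1.596, standard error 0.190) and the growth inhibitor DDIT4 (1.03, standard error 0.208), and 1 fell, PHGDH of serine synthesis (−1.49, standard error 0.139), with 3 higher and 1 lower adjusted over the list alone. The list did not pass camera (adjusted p = 0.858), and its mean (0.06) and median (−0.01) differ in sign. Of 19 cholesterol synthesis genes 1 rose, TM7SF2 (0.83, standard error 0.148), and 1 fell, EBP (−0.60, standard error 0.137), also adjusted over the list alone (adjusted p = 0.872). EBP was not called without NON-T replicate 1 (−0.52) or ING1KD replicate 1 (−0.58). Of 20 genes of the ING family and the Sin3-HDAC complex, 2 fell, ING1 and SAP30, a subunit of that complex (−0.67, standard error 0.169), and 0 rose, also adjusted over the list alone (adjusted p = 0.328). SAP30 was not called without NON-T replicate 1 (−0.55), ING1KD replicate 2 (−0.54) or NON-T replicate 3 (−0.63). Of 23 stromal and blood cell markers, 0 rose and 0 fell in limma, also adjusted over the list alone, and 5 had an unadjusted p under 0.05 (adjusted p = 0.146 from camera for the list). With the spread of each gene taken from its own values alone, EGR3, IFI6, IRF9, OAS1, DDIT4, GLA and SAP30 were not called.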
